A study of Mus musculus with 6 samples. Its data were reported in "Enteric glial cells favor accumulation of anti-inflammatory macrophages during the resolution of muscularis inflammation" (2022).

How the data were processed

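Poly(A) RNA was sequenced from 6 cultures of enteric glial cells (EGCs), the glia of the gut wall. The cells had been grown out of neurospheres, free-floating clusters of neural progenitors, prepared from whole intestine of C57BL/6J mouse embryos at embryonic day 14.5. The label of each sample gave its group and a replicate number: 3 control cultures and 3 cultures treated with lipopolysaccharide (LPS, a bacterial cell wall component) at 100 ng/ml for 12 h.

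The deposited values were raw counts per gene, whole numbers with a different total in each library. Per the labels and the series text, the authors trimmed adapters and low-quality ends, filtered reads on quality, removed contaminant reads, aligned the rest to the mouse genome GRCm38 with STAR and prepared a count file for edgeR. The counting tool, its strand setting and its treatment of reads with several alignments were not stated, so counts of genes that share sequence with a copy or overlap a gene on the other strand are uncertain. Replicates were not pooled by the authors. The deposited counts covered 46603 gene identifiers, of which 24879 had a count in at least 1 library and 46005 (98.7%) were found in the GENCODE M21 annotation of GRCm38. Coordinates come from that annotation. A further 92 symbols were each used by more than 1 identifier (218 identifiers in all), and these were kept apart by identifier. No count was assigned to an entry without a gene, and no pair of libraries held identical values.

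The totals per library were 21841105, 21280920 and 23664312 counts in control replicates 1, 2 and 3, and 20901882, 18775316 and 20841478 in LPS replicates 1, 2 and 3. Between 20297 and 20792 genes had a count in a library. A gene with 3 counts or fewer was treated as at the detection floor, which lay between 0.124 and 0.167 CPM (counts divided by the normalized library size in units of 1e6). Floors cover counting error only, because PCR copies of a molecule cannot be recognized in these counts.

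Genes with low counts were removed with the filterByExpr function of edgeR (minimum count 10, minimum total 15), which left 15226 genes. Library composition was corrected with trimmed mean of M-values (TMM) factors between 0.918 and 1.08. Values per gene are CPM on these corrected library sizes, given as mean ± SD over 3 cultures. LPS and control cultures were compared with the edgeR quasi-likelihood F-test (edgeR 4.0.16, R 4.3.3), two-sided, with the group as the single term and Benjamini-Hochberg adjustment over all 15226 genes. A gene was called at an adjusted p-value under 0.05. The standard error (SE) of a log2 fold change is its absolute value divided by the square root of F.

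The gene lists named in this section, the tests between LPS and control, the alternatives and the rule for naming genes were fixed before the data were examined. Tests chosen later, and a further list, are described as such where they are given. The rule was to name the secreted factors below, the 10 largest and the 10 smallest fold changes among called genes with at least 5 CPM in the higher group and no overlap between groups, the 10 most abundant genes of each group, and all chemokine ligand genes. A few other list members are named as examples. Some genes that entered the tests and the counts of calls are not reported here by themselves. Lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation between genes of 0.01), with adjustment over 12 lists, and again with fry and with camera using an estimated correlation. The 12 lists were the secreted factors discussed by the study, interferon response, NF-κB response, pan-reactive, A1 and A2 reactive astrocyte genes, cell cycle, and markers of glia, mesenchymal cells, smooth muscle, neurons and macrophages. Markers of endothelial, mesothelial, epithelial and interstitial (ICC) cells, genes of LPS sensing, Y-linked genes and Xist were described without a list test.

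The test was checked on simulated counts drawn from the means and library sizes of these libraries, in which 200 of 14906 genes were changed. The quasi-likelihood test called 57.5% of the changed genes and 80.2% of those changed 4-fold, and 8.73% of its calls were false. DESeq2 1.42.0 called 76.5% with 28.8% false calls, the edgeR exact test 77% with 26% false calls, limma-voom 56% with 5.88%, and the quasi-likelihood test with a replicate block 39.5% with 4.82%. The counts were drawn once, with few changed genes and no difference between replicates. In the real data 32.1% of genes had an unadjusted p under 0.05 by the quasi-likelihood test. The shares of false calls and the recovery with the block therefore need not carry over.

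Alternatives were other scaling factors (relative log expression, upper quartile, library size alone), other filters (none, or at least 10 counts in every library), the DESeq2 Wald test, the edgeR exact test, limma-voom, the replicate number as a block, and each library left out in turn. The labels did not say what a replicate number stands for, so pairing was taken from the data. Deviations from the group means, correlated across genes, gave r = 0.513, 0.334 and 0.613 between the control and LPS libraries numbered 1, 2 and 3. All 3 exceeded the limit set for treating the libraries as paired. The main test and the fits without one library still had no replicate term, and the block was an alternative. Replicates 1 and 2 were less distinct from each other, with r = 0.419 between control replicate 1 and LPS replicate 2 and r = 0.323 for the opposite pair. In a principal component analysis the first component (64.4% of the variance) parted the groups and the second (25.2%) set replicate 3 of both groups apart. The chi-square per degree of freedom was 7.16 and 7.42 between replicates 1 and 2 of control and LPS, and from 67.5 to 144.2 in pairs with replicate 3, so no library was counted as a duplicate. Sequence shared with other genes was measured as the share of 50-base words of a gene's transcripts found in transcripts of another gene. The combined count table of the series held the same values as the files of the single libraries and was not used.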

Results

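The study asked which factors EGCs release that could act on monocytes and macrophages, and for this neurosphere-derived EGCs were profiled by bulk RNA sequencing at rest and after activation with LPS. The data comprised 3 control cultures and 3 cultures exposed to 100 ng/ml LPS for 12 h. Total counts ranged from 18775316 to 23664312 per library. The highest mean CPM was that of Fn1, Ctsb, Ctsd, Col1a1 and Eef1a1 in control and of Fth1, Saa3, Fn1, Lyz2 and Col1a1 in LPS. Replicate 3 raised some of these means: Ctsb was at 10119 CPM in control replicate 3 against 4484 and 5556 CPM in control replicates 1 and 2, and Lyz2 at 11480 CPM in LPS replicate 3 against 2385 and 3069 CPM in LPS replicates 1 and 2.

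First, the identity of the cultures was examined in the control libraries. The glial gene Sox10 reached 88 ± 13.5 CPM (SD, n = 3), S100b 22.2 ± 2.2 CPM and Gfap 4.18 ± 1.29 CPM (SD, n = 3). Mesenchymal and smooth muscle transcripts were also present, with Col1a1 at 5837 ± 374.7 CPM and Acta2 at 1157 ± 105.7 CPM (SD, n = 3). All 12 macrophage markers were above the 3-count floor in each control library, and Lyz2 was the most abundant of them at 4785 ± 2782 CPM (SD, n = 3). The spread of Lyz2 came from control replicate 3, with 7978 CPM against 2888 and 3490 CPM in control replicates 1 and 2. None of the 5 epithelial markers passed the count filter. The 4 endothelial and 5 mesothelial markers that passed had median control means of 4.92 and 6.31 CPM, and the 3 ICC markers 53.1 CPM.

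**Figure D1:**
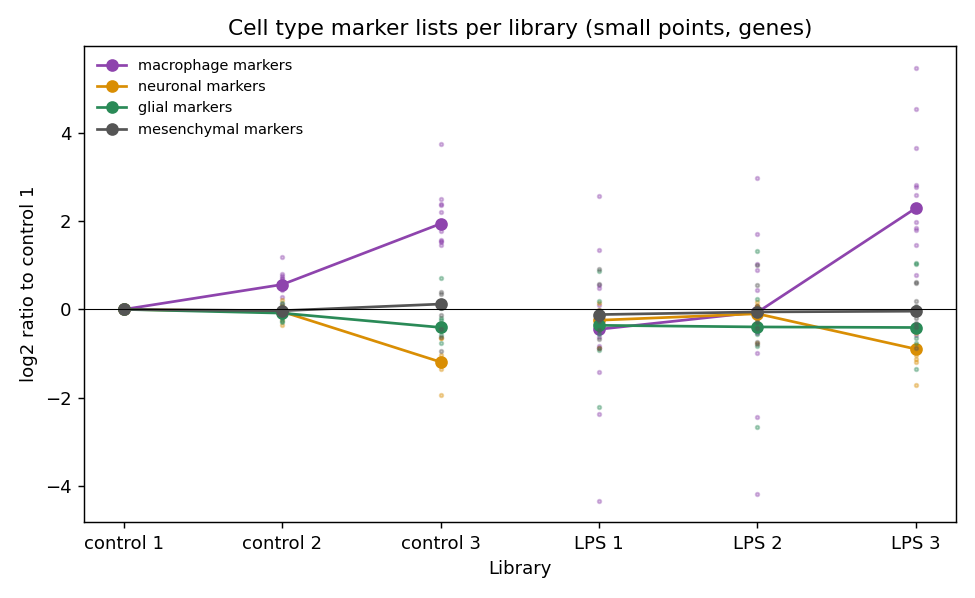
Median log2 ratio to control replicate 1 (vertical axis) of 4 marker lists in each library (horizontal axis), with small points for single genes. The macrophage list was highest in replicate 3 of both groups and the neuronal list lowest.

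Next, LPS and control cultures were compared across the transcriptome. With the edgeR quasi-likelihood test, 2406 of 15226 genes were called, 1384 higher and 1022 lower in LPS. Of these, 764 were at least 2-fold higher and 453 at least 2-fold lower. The counts changed when single libraries were left out: without control replicate 2 the test called 379 genes higher and 112 lower, and without LPS replicate 3 it called 1964 higher and 1426 lower. These fits had no replicate block, so differences between replicates entered the spread within groups. A call lost in them therefore does not by itself show that a change rested on a single library. With the replicate number as a block, 2343 genes were higher and 2273 lower, including 1378 and 1012 of the genes called without it. Scaling moved the balance of directions. Higher genes made up 57.5% of the calls with TMM factors, 39.8% with upper-quartile factors and 32.4% with library size alone. The median log2 fold change of all genes was -0.02 with TMM factors, -0.12 with upper-quartile factors and -0.18 with library size alone, and the changes below are relative to the TMM value.

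**Figure D2:**
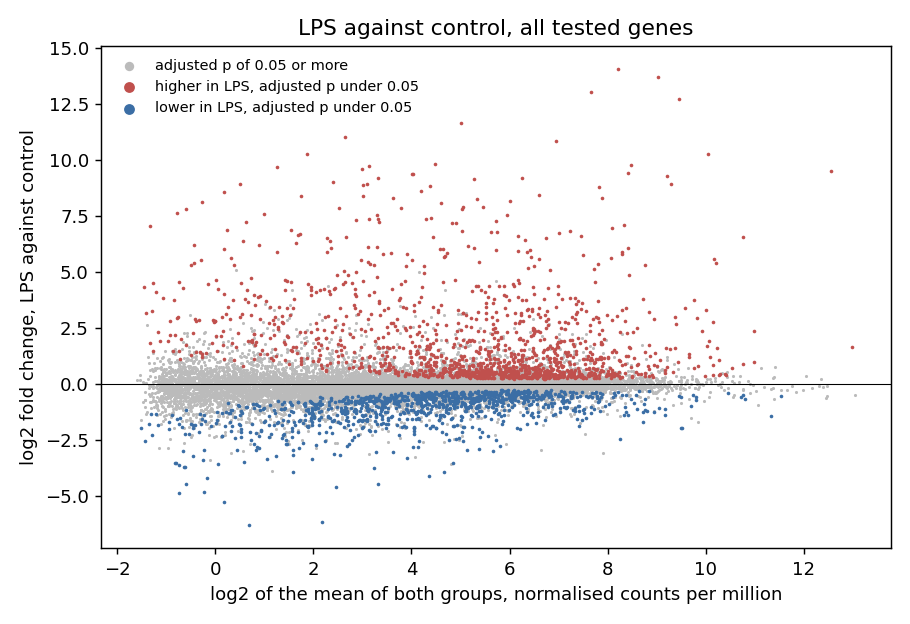
Log2 fold change of LPS against control (vertical axis) against the log2 mean CPM of both groups (horizontal axis) for the 15226 tested genes, coloured by the edgeR call. Red points are the 1384 genes called higher and blue points the 1022 called lower.

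The secreted factors discussed by the study were then examined. Ccl2 (chromosome 11, 82035571 to 82037453, GRCm38, plus strand, ENSMUSG00000035385) rose from 46.6 ± 5.07 CPM in control to 2242 ± 960 CPM in LPS (SD, n = 3 each), a log2 fold change of 5.59 (SE 0.43, adjusted p = 0.00144 by edgeR). Lif (chromosome 11, 4257557 to 4272514, ENSMUSG00000034394) rose from 15.6 ± 2.10 to 88.4 ± 32.7 CPM (SD, n = 3 each), a log2 fold change of 2.51 (SE 0.32, adjusted p = 0.00734 by edgeR). Without control replicate 2, Lif had an adjusted p of 0.0535, the highest of its 15 alternatives, and the lowest was 2.59e-12. Csf1 (chromosome 3, 107741048 to 107760469, ENSMUSG00000014599) went from 443.6 ± 16.6 to 1684 ± 808.6 CPM (SD, n = 3 each), a log2 fold change of 1.92 (SE 0.40, adjusted p = 0.0304 by edgeR). Tgfb1 (chromosome 7, 25687002 to 25705077, ENSMUSG00000002603) was at 177.7 ± 66.2 CPM in control and 242.1 ± 111.4 CPM in LPS (SD, n = 3 each), which overlapped, with an edgeR adjusted p of 0.486. All 4 are protein-coding genes and the counts cover their exons.

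Library by library, the rise of Csf1 was uneven, with 2266, 2025 and 760.3 CPM in LPS replicates 1, 2 and 3. The call for Csf1 was lost when any library other than LPS replicate 3 was left out, with edgeR adjusted p-values up to 0.13. Without LPS replicate 3 the adjusted p was 0.000204. Cxcl10 rose from 1.00 ± 0.53 to 683.4 ± 387.9 CPM (SD, n = 3 each; log2 fold change 9.41, edgeR adjusted p = 0.00238). No call was made for Gdf15, Gdnf, Cyr61 and Psap, whose log2 fold changes were -0.32, 0.01, 0.32 and -0.26. In all, 5 of the 10 factors were called over all genes, and 5 when adjusted over the list alone, but only 2 were called over all genes without control replicate 2, and 3 without control replicate 1, control replicate 3, LPS replicate 1 or LPS replicate 2. The study picked factors from these libraries, so the count over the list is not independent evidence. With the replicate block 7 were called, Tgfb1 (log2 fold change 0.42, edgeR adjusted p = 0.0187) and Psap (-0.26, 0.0462) in addition. Over the 15 alternatives the adjusted p ranged from 0.0187 to 0.996 for Tgfb1 and from 0.0462 to 0.643 for Psap.

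**Figure D3:**
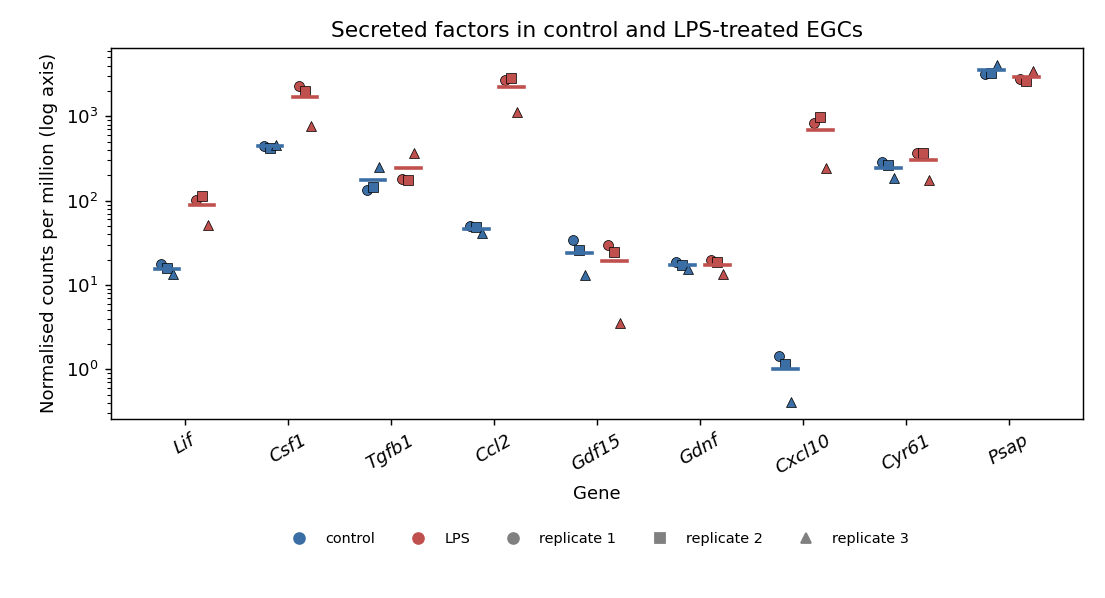
Normalized CPM (vertical log axis) of 9 secreted factors (horizontal axis) in each library, with symbols for replicates and bars for group means. In LPS, replicate 3 lay below replicates 1 and 2 for 7 of the 9 factors shown, Tgfb1 and Psap being the exceptions.

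The level of each factor at rest was expressed as a percentile among the tested genes of the control libraries. Psap and Csf1 lay at percentiles 99.9 and 98.4, Cyr61 at 95.7 and Tgfb1 at 92.8. Ccl2 lay at percentile 69.3, Gdf15 at 52.2, Gdnf at 45.5, Lif at 43.6 and Cxcl10 at 8.63. The median of the 10 factors was 81.0. It moved most with exon length, to 91.99 for counts per kilobase of exon, where Ccl2 rose to percentile 93.0 and Lif was at 42.8.

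Gene lists were tested next. The interferon list had a median log2 fold change of 5.45 and the NF-κB list 4.57, with camera adjusted p-values of 1.43e-29 and 6.38e-28. All 26 interferon genes were called higher, and 29 of 30 NF-κB genes, Vcam1 being the exception. Adjusted over the list alone, the counts were 26 and 30. With the replicate block they were also 26 and 30, with Vcam1 at an edgeR adjusted p of 0.00232. Within the NF-κB list, 2 genes were at the floor in all control libraries, and the median with these at their lower bound was also 4.57. The filter of at least 10 counts in every library kept 24 of the 30 genes, and their median was 3.28. Reactive astrocyte genes, defined for glia of the brain, rose as well: the pan-reactive list by a median of 1.11 and the A1 list by 2.27 (camera adjusted p = 0.00124 and 0.000224). Other lists also held 3 of the pan-reactive genes and 1 of the A1 genes, so these results are not independent. Of the 13 pan-reactive genes 8 were called higher, but Gfap (-0.04) and Vim (-0.29) were not called. Which cells the rise came from was not measured. The A2 list had a median of 1.60 that camera did not call (adjusted p = 0.117), with 5 genes called higher and 2 lower. These counts changed with the fit: without control replicate 1, control replicate 2 or LPS replicate 1 the unblocked test called 1 A2 gene higher and 0 lower, and with the replicate block 7 were higher and 3 lower. For the secreted factors the median was 1.08 (camera adjusted p = 0.00692).

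The remaining lists were lower in LPS or were not called. Smooth muscle markers had a median log2 fold change of -1.83 (camera adjusted p = 5.3e-06), and 7 of 8 were called lower, also when adjusted over the list alone, against 4 without control replicate 2, 5 without control replicate 1 and 8 with the replicate block. Acta2 was at 302.6 ± 104.2 CPM in LPS (SD, n = 3; log2 fold change -1.93, edgeR adjusted p = 0.0117), and its adjusted p was 0.0549 without control replicate 1 and 0.0636 without control replicate 2. Cell cycle genes had a median of -0.79 (camera adjusted p = 1.49e-05), but only 2 of 25 were called one by one and 0 when adjusted over the list alone, against 5 with the replicate block. The cell cycle median was -0.46 without control replicate 3 (camera adjusted p = 0.000568), in which all 25 genes were higher than in both other controls. Markers of glia (-0.21), mesenchymal cells (-0.10), neurons (-0.05) and macrophages (0.10) were not called as lists with all 6 libraries, with camera adjusted p-values of 0.319, 0.944, 0.843 and 0.925. The sign of the neuronal and macrophage medians changed with the processing. S100b was lower in LPS by itself, at 5.92 ± 3.08 CPM (SD, n = 3; log2 fold change -1.91, edgeR adjusted p = 0.0238), while Sox10 was at 77.0 ± 1.16 CPM (SD, n = 3) and was not called. The call for S100b was lost without control replicate 1, control replicate 2, LPS replicate 1 or LPS replicate 2, with adjusted p-values up to 0.0906. With fry, the calls for the factor, interferon, NF-κB, pan-reactive, A1 and smooth muscle lists held, the cell cycle call was lost (adjusted p = 0.0916) and the A2 list was called (0.0279). With an estimated correlation no list was called, and the lowest adjusted p was 0.0781. Outside these tests, 2 of 8 genes of LPS sensing were called higher, and 1 of 3 ICC and 1 of 5 mesothelial markers lower, with no call among the 4 endothelial markers. With the replicate block, 4 genes of LPS sensing and 2 endothelial markers (Pecam1 and Cdh5) were called higher, and 2 ICC and 4 mesothelial markers lower. Without control replicate 2, the calls were 1 gene of LPS sensing, 0 ICC and 0 mesothelial markers.

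**Figure D4:**
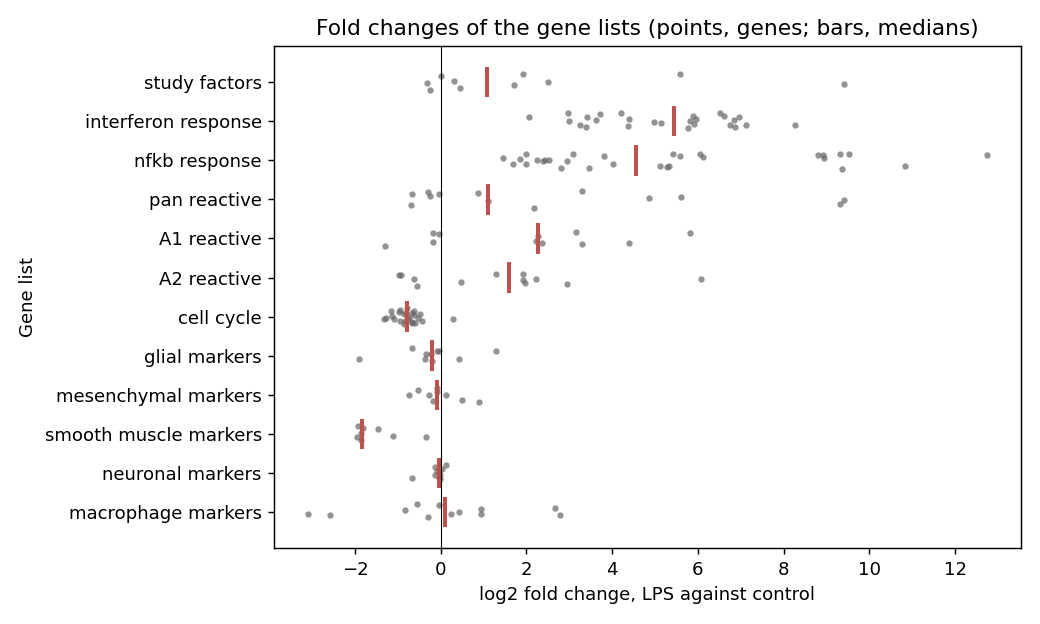
Log2 fold change of LPS against control (horizontal axis) of each gene (points) in the 12 lists (vertical axis), with bars at the medians. The interferon and NF-κB medians lie at 5.45 and 4.57, and the smooth muscle median at -1.83.

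Macrophage markers moved in both directions under LPS. Adgre1 was higher (286.8 ± 164.3 against 1971 ± 1505 CPM, SD, n = 3 each; log2 fold change 2.78, edgeR adjusted p = 0.0452), a call that was lost without control replicate 1, control replicate 2, LPS replicate 1 or LPS replicate 2 (up to 0.169). Its log2 fold change ran from 1.95 to 3.36 over the fits without one library. Adgre1 was the 1 marker called over all genes, and 0 were called when adjusted over the list alone. With the replicate block 6 of the 12 were called, Adgre1, Ptprc and Fcgr1 higher and Mrc1, Cd68 and Cx3cr1 lower. Mrc1, which encodes CD206, was at 426.9 ± 289.8 CPM in control and 50.3 ± 70.2 CPM in LPS (SD, n = 3 each), a log2 fold change of -3.08 that was not called (edgeR adjusted p = 0.145). With the replicate block Mrc1 was called (-3.92, adjusted p = 0.0124), as it was without LPS replicate 3 (-5.44, 0.00873), and over its 15 alternatives the adjusted p reached 0.294.

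The largest increases included several genes with almost no counts at rest. Nos2 (chromosome 11, 78920787 to 78960254) was at least 4653-fold higher in LPS, at 771.0, 961.5 and 54.1 CPM in replicates 1, 2 and 3, and was at the floor in all controls. Its edgeR adjusted p of 0.00723 rose to 0.0544 without control replicate 2. Il1b (chromosome 2, 129364570 to 129371139) was at least 3181-fold higher, Cxcl9 at least 505.7-fold, Cxcl3 at least 345.8-fold, Sprr2e at least 97.6-fold and Cxcl11 at least 57.5-fold. Sprr2e lost its call without control replicate 1, control replicate 2, LPS replicate 1 or LPS replicate 2 (edgeR adjusted p up to 0.0798), and Cxcl2 without control replicate 2 (0.0531). Irg1, Ccl5, Cxcl2 and Marco had fitted log2 fold changes of 13.72, 12.74, 10.84 and 10.26. Over the fits without one library, Irg1 ran from 13.16 to 15.24 and Ccl5 from 12.51 to 12.94. Cxcl2 ran from 10.20 to 11.40 and Marco from 9.46 to 10.72. Sequence words shared with another gene made up 5.84% of Cxcl2 and 4.24% of Cxcl3, mostly with each other, and 10.2% of Sprr2e. Among cytokines, Il6, Tnf and Il1a rose by 5.11, 5.29 and 8.32 on the log2 scale (edgeR adjusted p = 0.000656, 0.00263 and 0.000517).

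Of 27 chemokine ligand genes that passed the filter, 17 were called higher and 0 lower, and 10 were not called. Without control replicate 2 the number called higher was 10, and without control replicate 1 it was 13. With the replicate block 19 were called higher and 1, Cxcl14, lower (log2 fold change -1.27, edgeR adjusted p = 0.00967). At the floor in all controls were 4 of them, Ccl22, Cxcl3, Cxcl9 and Cxcl11. Ccl7 rose from 21.1 ± 3.94 to 847.3 ± 217.3 CPM and Ccl5 from 0.199 ± 0.064 to 1398 ± 281.1 CPM (SD, n = 3 each). Cxcl12 was at 63.95 ± 24.5 CPM in control and 60.6 ± 23.4 CPM in LPS (SD, n = 3 each) and was not called.

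The largest decreases were smaller in size. Sprr3, Wdr72, Angptl7, Pcp4l1 and Gpr183 had log2 fold changes of -6.13, -4.59, -4.47, -4.11 and -3.92. Lrtm1, Hpgd, Rasgrp3, Tox2 and Cd28 followed with values from -3.90 to -3.29. Angptl7 (chromosome 4, 148495183 to 148500460) went from 19.1 ± 3.35 to 0.849 ± 0.273 CPM (SD, n = 3 each, edgeR adjusted p = 0.000727). Sprr3 rested on control replicates 1 and 2, with 14.4 and 11.8 CPM against 0.579 CPM in control replicate 3. Its call was lost in the fits without control replicate 1 or 2 or any LPS replicate, with edgeR adjusted p-values up to 0.144. The calls for Gpr183 and Lrtm1 were lost without control replicate 1, control replicate 2, LPS replicate 1 or LPS replicate 2, and for Gpr183 also without control replicate 3. The highest adjusted p in these fits was 0.14 for Gpr183 and 0.0723 for Lrtm1. Hpgd lost its call without LPS replicate 2 (0.054) and Tox2 without control replicate 2 (0.053).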

Values the study reported

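The study reported that ribosome-bound RNA of EGCs was examined at 3 h after injury, when Lif, Gdf15, Gdnf, Cxcl10 and Csf1 were among the factors described as increased.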

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

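Counts of calls and list medians were recomputed under every alternative. Of 43 single genes, 30 passed the filter of at least 10 counts in every library and the others have no value there. The percentile of the secreted factors was recomputed for exon length, among all genes with a count, and without each control library. In counts of calls, upper-quartile factors gave 1589 lower genes and library size alone 2054 lower genes, 711 of them at least 2-fold, against 1022 and 453 with TMM factors. The scaling itself accounts for this, since it moved the median of all genes. DESeq2 called 2079 genes higher and 1673 lower, and in the simulation it had 28.8% false calls. Over the 6 fits that each left out one library, from 379 to 1964 genes were higher and from 112 to 1426 lower, from 348 to 1024 at least 2-fold higher and from 86 to 642 at least 2-fold lower. The lowest counts came without control replicate 2 and the highest without LPS replicate 3. Fewer samples alone do not explain the range, because the fit without LPS replicate 3 called more genes than all 6 libraries. None of these fits had a replicate block, so differences between replicates entered the spread within groups.

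With the replicate block, 2343 genes were higher and 2273 lower, with 975 and 757 at least 2-fold. Of the chemokine genes, from 9 to 20 were called higher over the alternatives and at most 1 lower, the 9 under the filter of at least 10 counts in every library, which kept 17 of the 27. With all 27 tested, 10 were called without control replicate 2, and 13 without control replicate 1 or with limma-voom. Among the secreted factors from 2 to 6 were called higher, and among NF-κB genes from 22 to 30, with the lowest of both without control replicate 2. Paired by number, the macrophage median was -0.20 instead of 0.10, and Gdnf was at -0.0032 instead of 0.01. Of the 43 genes followed across settings, 4 gained a call, among them Tgfb1, Psap and Mrc1, and the block changed no other call of these genes and no result of a list test at the 0.05 limit.

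The A2 list was called with upper-quartile factors (median 1.50, adjusted p = 0.0305), with library size alone (1.45, 0.0141) and with fry (1.60, 0.0279), and its adjusted p over all alternatives ranged from 0.0141 to 0.397. Leaving out single libraries moved its median from 1.36 to 1.58, and it was called without LPS replicate 3. The cell cycle list (-0.79) was not called by fry. With camera and an estimated correlation, none of the secreted factor (median 1.08), interferon (5.45), NF-κB (4.57), pan-reactive (1.11), A1 (2.27), cell cycle (-0.79) and smooth muscle (-1.83) lists was called. The medians come from the same fold changes under every set test, so they could not move. Only the correlation between genes differed from the main test, where it was preset to 0.01, so the small p-values of camera there depend on that setting.

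Upper-quartile factors and library size alone shift all genes alike, to medians of -0.12 and -0.18, so changes of sign near 0 under them follow from the scaling and say nothing about the genes. This holds for the macrophage median (-0.0195 and -0.0613) and for Gdnf (-0.0874 and -0.14). With limma-voom the macrophage median was -0.20, and it ran from -1.23 without LPS replicate 3 to 0.91 without control replicate 3. The neuronal median was 0.0011 with limma-voom and ran from -0.36 without control replicate 3 to 0.19 without LPS replicate 3. The mesenchymal median ran from -0.20 without LPS replicate 3 to -0.04 without control replicate 3, and the cell cycle median from -0.98 without LPS replicate 1 to -0.46 without control replicate 3. The macrophage, neuronal and mesenchymal lists were called in no setting. Over both groups, replicate 3 differed from replicate 1 by a median of 2.56 in the macrophage list and -0.92 in the neuronal list. Leaving out replicate 3 of a single group unbalances this difference, and the macrophage and neuronal medians moved the way it implies. The cause of the other shifts was not tested.

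Among single genes, Gdnf also changed sign near 0 with no filter (-0.0062), limma-voom (-0.0031), and in the fits without one library (-0.0923 to 0.17). Over those fits Tgfb1 ran from -0.0021 to 0.81, Gdf15 from -0.79 to 0.17, Gfap from -0.74 to 0.26, Lyz2 from -0.81 to 0.84 and Csf1r from -0.97 to 1.38. None of these sign changes came with a call. Over the 43 genes, 47 values lost a call, 5 gained one, 17 changed sign and 563 did neither. Of the lost calls, 4 came from limma-voom (Nos2, Cxcl2, Sprr3 and Gpr183) and the others from leaving out a library.

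The median percentile of the secreted factors in control cultures was 91.99 for counts per kilobase of exon and 88.4 among all genes with a count, against 81.0. The first follows from gene length and the second from adding genes with few counts.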

Other observations

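The tests of depth, of genes matched in exon length and GC content, of neuronal markers and of the 4 secreted factors in this part were chosen after the result was seen; the others were set before the value they measure was computed.

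Splitting the 6 libraries into 3 and 3 gives 10 splits, and 1 of the 10, the real one, gave as many called genes. The largest count among the others was 1. Of the 4 splits that part all 3 replicate pairs, the other 3 mix LPS with control libraries and gave 0 calls. A share of 1 in 10 is the lowest this design allows, so the split count alone cannot exclude that the grouping arose by chance. The sizes of the changes say more. The real split called 2406 genes. All 26 genes of the interferon list, fixed beforehand, were called higher, by 2.07 to 8.27 on the log2 scale. Between replicates 3 and 1 the median of that list differed by 0.13 in control and 0.70 in LPS. These values argue against a chance origin for the 26 interferon genes.

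Replicate 3 stood apart in both groups. In the fit with a replicate block, 2555 genes were called between replicates 3 and 1, 1317 of them higher in replicate 3, and 0 between replicates 2 and 1 (373 at an unadjusted p under 0.05). The 12 macrophage markers rose together, with a median log2 difference of 2.56 between replicates 3 and 1 and 12 of 12 called (camera adjusted p = 8.34e-08). The list also differed between replicates 2 and 1, by a smaller median of 0.51 (camera adjusted p = 2.53e-05), so the difference was not limited to replicate 3. None of the 12 genes is in another list, and how many of them EGCs also express was not analysed here. The most abundant was Lyz2, at 7978 and 11480 CPM in replicate 3 of control and LPS. Words shared with Lyz1 made up 15.4% of Lyz2, and 66.3% of Itgam words were shared with an overlapping entry.

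Several technical explanations were examined for this pattern. The totals of replicate 3 were at most 1.08 times those of replicate 1, so depth cannot account for it. Removing the trends with exon length and GC content shifted all genes by a median of only 0.0165 and therefore tested little. Genes matched to the markers in exon length and GC content had a median of -0.0067, and of 10000 random matched lists 2.5% had a median above 0.23 and 0 reached the smallest difference of any marker (1.57). These values argue against exon length or GC content as the cause. A lower share of another cell type could also raise the macrophage markers. The neuronal markers fell, with a median of -0.92 and 7 of 9 called lower. The smooth muscle median was -0.56, with 4 of 8 called lower, the glial median -0.18 and the mesenchymal median 0.08. Which cell type was the main one was not measured, so these values cannot exclude a lower share of it. A second list of 18 leukocyte genes was written down without knowledge of their values. All 18 were highest in replicate 3 of both groups, with a median of 1.87, which is consistent with more macrophage RNA in the replicate 3 cultures. It may come from more macrophages, from fewer other cells or from more leukocyte RNA per cell. What a replicate number stands for is not stated in the labels, and no biological difference between replicates is named there.

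Macrophages may then contribute to the inflammatory response measured here. All 12 markers were above the floor in every control library, which this explanation needs, but it does not show which cells responded. In LPS replicate 3, with the highest macrophage markers, 25 of 30 NF-κB genes were lower than in both other LPS libraries and 22 of 26 interferon genes were higher. These are values of 1 library and exclude nothing.

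For the secreted factors, the question was whether macrophages could be their main source in these cultures. The criterion was settled only after the values were known, and in more than 1 version. In its last form, a gene of which 50% came from macrophages had to rise by at least 0.59 on the log2 scale in replicate 3, given the smallest difference of any gene of both lists (1.00) and other sources that did not change. Between replicates 3 and 1, over both groups, Lif changed by -0.70 (SE 0.22), Csf1 by -0.71 (SE 0.43) and Ccl2 by -0.77 (SE 0.29), and each estimate plus 2 SE (-0.25, 0.16 and -0.19) lay under 0.59. These values argue against macrophages as the main source of the 3 genes only if expression per macrophage and the other sources were alike in all replicates. That condition was not measured, and it may not hold under LPS. In LPS replicate 3, 25 of 30 NF-κB genes, Ccl2 among them, were lower than in both other LPS libraries. In the controls alone, Lif, Csf1 and Ccl2 differed by -0.39, 0.02 and -0.30 between replicates 3 and 1. These differences were also under 0.59 but have no SE. Tgfb1 rose by 0.98 (SE 0.09), and here the outcome depends on the criterion. Its estimate plus 2 SE (1.16) exceeded 0.59, but lay under the smallest difference of the 12 markers (1.57), which an earlier version of the criterion had used and which would have excluded it. Macrophages and other sources of Tgfb1 cannot be told apart with these libraries, since a partial contribution fits the size of the rise.

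The 4 Y-linked genes were higher in replicate 3 of both groups, by a median of 0.81 between replicates 3 and 1, with 4 of 4 called. A different mix of male and female embryos could raise them, and would lower Xist. Xist changed by 0.13 instead. With few male cells at the start the fall of Xist could be too small to see, so a different mix and other causes cannot be told apart.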
